# Chloroplast Signaling Gates Thermotolerance in *Arabidopsis*

**DOI:** 10.1016/j.celrep.2018.01.054

**Published:** 2018-02-13

**Authors:** Patrick J. Dickinson, Manoj Kumar, Claudia Martinho, Seong Jeon Yoo, Hui Lan, George Artavanis, Varodom Charoensawan, Mark Aurel Schöttler, Ralph Bock, Katja E. Jaeger, Philip A. Wigge

**Keywords:** Arabidopsis, thermotolerance, HSP70, diurnal, chloroplast, plastoquinone, HSF, light

## Abstract

Temperature is a key environmental variable influencing plant growth and survival. Protection against high temperature stress in eukaryotes is coordinated by heat shock factors (HSFs), transcription factors that activate the expression of protective chaperones such as *HEAT SHOCK PROTEIN 70* (*HSP70*); however, the pathway by which temperature is sensed and integrated with other environmental signals into adaptive responses is not well understood. Plants are exposed to considerable diurnal variation in temperature, and we have found that there is diurnal variation in thermotolerance in *Arabidopsis thaliana*, with maximal thermotolerance coinciding with higher *HSP70* expression during the day. In a forward genetic screen, we identified a key role for the chloroplast in controlling this response, suggesting that light-induced chloroplast signaling plays a key role. Consistent with this, we are able to globally activate binding of HSFA1a to its targets by altering redox status *in planta* independently of a heat shock.

## Highlights

• There is a diurnal pattern of basal thermotolerance in *Arabidopsis*
• Thermotolerance correlates with diurnal expression patterns of heat-associated genes
• Chloroplast mutants have greater heat shock gene expression and thermotolerance
• A chloroplast generated light signal gates HSFA1 and heat shock gene expression

## Introduction

Temperature has a major role in plant growth and survival and therefore affects crop productivity. For example, wheat yields are predicted to decrease by ∼6% for every 1°C rise in global temperature (Asseng et al., 2014). High temperatures induce the expression of protective chaperones and modulate growth responses. Key players in the heat protection response are transcription factors of the HEAT SHOCK FACTOR A1 (HSFA1) family, which trigger the depletion of repressive H2A.Z-nucleosomes and target gene expression (Cortijo et al., 2017, Kumar and Wigge, 2010, Liu et al., 2011), however, the pathways that activate the HSFA1 class TFs and how these perceive temperature and integrate it with other environmental signals are not fully understood. Plants are exposed to considerable diurnal temperature variation and have evolved pathways to anticipate likely future conditions. For example, the cold response pathway is gated by the circadian clock, enabling the degree of responsiveness to be controlled in the context of the environment (Dodd et al., 2006, Lee and Thomashow, 2012) and genes promoting elongation growth and flowering in response to warm, non-stressful, temperature are induced during the night via thermosensory phytochromes (Jung et al., 2016, Legris et al., 2016). A diurnal pattern of thermotolerance has been reported in numerous plant species, including cereals (Laude, 1939), spinach (Li and Guy, 2001), plants using crassulacean acid metabolism (CAM) (Kappen and Lösch, 1984), and black spruce (Colombo et al., 1995). In this study, we find a diurnal pattern of thermotolerance in *Arabidopsis,* which correlates with the expression of *HSP70* over a diurnal cycle. A forward genetic screen with an *HSP70*-*LUCIFERASE* reporter line revealed a central role for light-induced chloroplast signaling in gating the level of response to high temperature that accounts for diurnal variation in thermotolerance.

## Results and Discussion

### Thermotolerance Varies Diurnally and Correlates with the Expression of *HSPs*

To investigate whether the time of day gates thermotolerance in *Arabidopsis*, plants were grown for 7 days at constant 17°C, 22°C, or 27°C and survival after a heat treatment applied at nine points over a 24-hr time course was measured. We found that *Arabidopsis* has a diurnal pattern of thermotolerance (Figures 1A and S1A), consistent with reports from other plant species (Colombo et al., 1995, Kappen and Lösch, 1984, Laude, 1939, Li and Guy, 2001). The lowest levels of survival occur shortly before dawn and greatest survival occurs during the light period. The growth temperature affects the levels and patterns of thermotolerance, with higher growth temperatures resulting in increased thermotolerance occurring earlier in the day compared to lower temperatures (Figure 1A).

**Figure 1:**
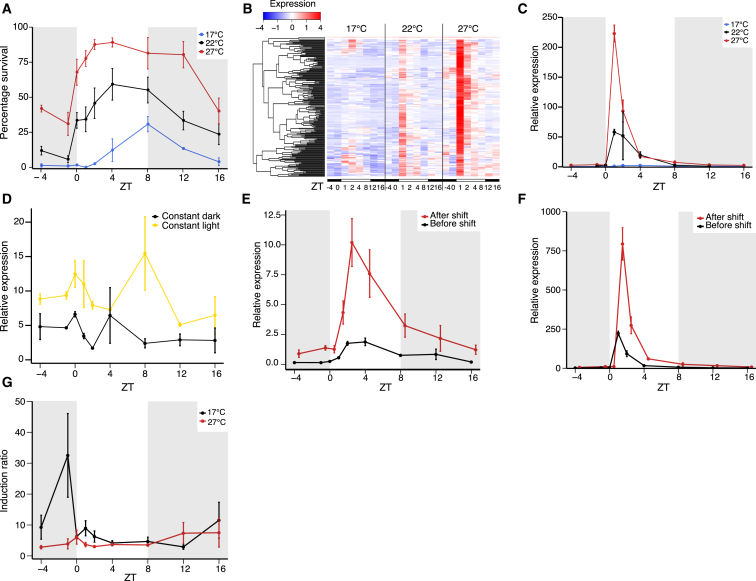
A Diurnal Pattern of Basal Thermotolerance Correlates with a Diurnal Pattern of Heat-Associated Gene Expression (A) Basal thermotolerance of WT seedlings over a diurnal time course. Error bars are ±SEM (n = 3), where 81 seedlings were scored per time point and temperature for three independent experiments. (B) Heatmap of the expression of genes in cluster 13-1-1. Transcriptomes shown from plants grown in short days (8 hr light, 16 hr dark) at constant 17°C, 22°C, or 27°C. Black bars below heatmap indicate samples taken in the dark (ZT−4, ZT0, ZT12, and ZT16) and white bars indicate samples taken in the light (ZT1, ZT2, ZT4, and ZT8). In heat maps, low to high expression (*Z* scores) is shown as blue to red. (C–F) Expression of *HSP70* in WT seedlings assayed by qRT-PCR. (C) Plants grown at 17°C, 22°C, and 27°C. Error bars are ± the range of two measurements (n = 2) or SEM (n = 3 to 4). (D) Seedlings entrained in short days at 27°C and shifted to constant light or constant dark at ZT8 of the seventh day after germination. Plants were sampled starting at ZT−4 on the eighth day. Error bars are ± the range of two measurements. (E and F) Before and after a 30-min shift to 45°C in seedlings grown at 17°C (E) and 27°C (F). (G) Induction ratios (expression after shift/expression before shift) of *HSP70* expression after the temperature shifts in (F) and (G). Error bars are ±SEM (n = 3).

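RNA was sequenced from WT seedlings at 8 time points, from ZT−4 (4 h before lights on) to ZT16, at constant 17°C, 22°C, and 27°C. At 17°C there were 2 libraries per time point, and the authors deposited the reads counted on each of 33557 genes, without normalization. The 16 WT libraries at 17°C held between 6547435 and 12444364 counts, with a median of 10338806. At 22°C and 27°C there was 1 library per time point, and the values used here are the authors' TPM, which are scaled by gene length and library size. TPM keeps no sequencing depth, so the depth at these temperatures is unknown, and differences at 22°C and 27°C have no replicate check. The authors made all of these values with an in-house pipeline. The paper states that the libraries were made with a stranded kit, and the sample labels name both a stranded kit and another one without saying which library had which. The paper's text does not name the aligner or the counting rules, and does not say whether strand was used in counting. The values of near-identical members of a family, such as the small HSP genes and the relatives of *HSP70*, and of genes overlapping on opposite strands are uncertain for this reason. TPM values were compared as log2(TPM + 1), which understates the change of genes with low values. The counts at 17°C were analyzed with edgeR's quasi-likelihood test after TMM normalization, in a single fit over 20692 genes that also held 16 libraries of the *starch synthase 4* (*ss4*) mutant from the same time course. All 16 groups of 2 libraries then shared their estimate of the spread between replicates.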

To identify gene expression changes underlying the diurnal pattern of thermotolerance, we analyzed transcriptomes of plants grown at constant 17°C, 22°C, and 27°C over a 24-hr time course. Genes were clustered based on expression patterns and a prominent cluster (cluster 13-1-1) showing a temperature responsive morning peak of expression was identified (Figure 1B). This morning cluster is strongly enriched for genes associated with the response to heat, high light, and oxidative stress (Table S2), including a number of *HEAT SHOCK PROTEINS* (*HSPs*) required for thermotolerance, such as *HSP101* (Queitsch et al., 2000), consistent with this cluster contributing to the diurnal pattern of thermotolerance. 

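The paper gives 197 genes for cluster 13-1-1, of which the copy of Table S4 used here holds 196. At 22°C, 176 of the 196 genes had their highest TPM at ZT1 or ZT2, 169 of them at ZT1. At 27°C, 195 were highest at ZT1 or ZT2, 193 of them at ZT1. Among all 18155 genes with a TPM of at least 5 at a time point, 23.4% at 22°C and 26.2% at 27°C were highest at ZT1 or ZT2. The cluster was defined on these same libraries, so the counts describe it and are not independent of its choice. The median log2 ratio of ZT1 over ZT0 was 1.17 at 22°C and 1.57 at 27°C. A pseudocount of 0.1 in place of 1 moved these medians most, to 1.34 and 1.72. From ZT1 to ZT8 the median fell by 1.09 at 22°C and by 1.42 at 27°C on the log2 scale. At ZT1, 189 of the 196 genes had a higher TPM at 27°C than at 22°C, with a median log2 ratio of 0.71, against 146 genes and 0.31 at ZT0. At 17°C the peak was weaker. In replicates 1 and 2, 121 and 113 of the 196 genes were highest at ZT1 or ZT2, 42 and 28 of them at ZT1. The median log2 ratio of ZT8 over ZT1 was only −0.19 and −0.06 there. In the replicated counts at 17°C the morning rise was smaller as well. The median log2 fold change over the 192 genes tested was 0.48 at ZT1 against ZT0 (0.50 and 0.43 in replicates 1 and 2) and 0.81 at ZT2 (0.75 and 0.77). With genes under the floor of 3 counts set to their bound, the median at ZT2 was 0.78. At ZT1, 67 genes were significantly higher (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes), and 80 passed when adjusted over the list alone. At ZT2 these counts were 106 and 112. The counts adjusted over the list alone are not independent evidence, since the cluster was chosen on these libraries.
*HSP70* (AT3G12580) lies on chromosome 3 from 3991261 to 3993792 in the deposited annotation, whose genome build is not named in the files. Its TPM at 22°C was 8.41 at ZT0, 570 at ZT1, 170 at ZT2, and 19.2 at ZT8. At 27°C it was 39.0 at ZT0, 1738 at ZT1, 481 at ZT2, and 81.6 at ZT8. At 17°C *HSP70* had 9.90 and 9.59 CPM (counts scaled by TMM and library size) in the replicates at ZT0, 45.5 and 34.3 at ZT1, and 86.0 and 139 at ZT2. The log2 fold change of *HSP70* from ZT0 to ZT2 at 17°C was 3.53 (standard error 0.35, adjusted p = 1.7e-08), and its highest values at 17°C came at ZT2, not at ZT1.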

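A morning set was defined by rule from the time courses at 22°C and 27°C alone. It took genes with a TPM of at least 5 at ZT1 at 27°C, at least 2 times as high at ZT1 as at ZT0 and ZT8 at 27°C, higher at ZT1 than at ZT0 at 22°C, and at least 1.5 times as high at 27°C as at 22°C at ZT1. The rule selected 139 genes. The temperature criterion moved this number most, and 635 genes met the rule without it. Of the 139 genes, 21 (15.1%) have a reference description that names heat shock or small heat shock proteins, against 0.505% of the other genes among the 15794 that could have met the expression minimum (odds ratio 35.1, Fisher's exact test, two-sided p = 1.63e-23, adjusted p = 8.45e-23 over 31 such tests). At 17°C, in libraries that were not used to choose the set, its 137 tested genes had a median log2 fold change of 0.46 at ZT1 against ZT0 and of 0.93 at ZT2. At ZT2, 81 of them were significantly higher (83 passed in either direction when adjusted over the list alone).
*HSP101* (AT1G74310) lies on chromosome 1 from 27936508 to 27940190. Its TPM at 22°C was 4.22 at ZT0, 79.3 at ZT1, and 4.30 at ZT8, and at 27°C it was 8.04, 139, and 9.96. The log2 ratio of *HSP101* at ZT1 over ZT0 was 3.94 at 22°C and 3.95 at 27°C. At 17°C it had 11.7 and 11.1 CPM at ZT0, 32.5 and 26.4 at ZT1, and 30.1 and 47.9 at ZT2. The rise of *HSP101* from ZT0 to ZT1 at 17°C was 1.37 on the log2 scale (standard error 0.22, adjusted p = 3.7e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), larger than the spread between the replicates. From the heat, high light, and oxidative stress genes in the cluster, the paper proposes that it contributes to the diurnal pattern of thermotolerance.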

The promoters of genes in the morning cluster show enrichment for HSF binding sites known as heat shock elements (HSE) (Schöffl et al., 1998) (Table S3), suggesting that the temperature responsiveness of this cluster is HSF-dependent. 

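An HSE was counted where TTCnnGAAnnTTC or GAAnnTTCnnGAA, with n any base, occurred within 1000 bases upstream of the annotated gene start in the TAIR10.1 reference. Of the 139 genes of the morning set defined by rule, 8 (5.76%) had such an element, against 1.82% of the other genes of the background (odds ratio 3.29, Fisher's exact test, two-sided p = 0.00442, adjusted p = 0.0114 over 31 tests). Within 500 bases, 6 genes had an element (Fisher's exact test, p = 0.00178, adjusted p = 0.00553). The set of 71 genes that were at least 3 times as high at ZT1 as at ZT0 and ZT8 had 6 with an element (Fisher's exact test, p = 0.00202, adjusted p = 0.00569). A stricter element of 4 units was found at 0 of the 139 genes and at 8 of the 15794 in the background (odds ratio 0). These are too few for Fisher's exact test to decide. No enrichment was tested for cluster 13-1-1 itself, because the list used here holds 196 of its 197 genes. *HSP90.1* (AT5G52640), a member of both gene sets, has the element GAACTTTCTGGAA on chromosome 5 of TAIR10.1 from 21352262 to 21352274, upstream of the gene and 283 bases from its annotated start. The TPM of *HSP90.1* at 27°C was 24.9 at ZT0, 850.3 at ZT1, and 119.8 at ZT2, and at 22°C it was 5.73 at ZT0 and 178 at ZT1.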

Because *HSP70* expression is an indicator of temperature perception status (Kumar and Wigge, 2010) and is representative of the morning cluster (Figures 1C and S1B), we further analyzed *HSP70* to understand how the expression of this cluster of genes is controlled.

To test whether the diurnal pattern of *HSP70* expression is controlled by the circadian clock, plants were entrained in short days at constant 27°C before shifting to constant light or constant dark. Compared to plants grown at constant 27°C in short days (Figure 1C) there was an absence of the morning peak of *HSP70* expression in both constant light and constant dark (Figure 1D) indicating that the diurnal expression pattern is not primarily controlled by the circadian clock, consistent with work performed in spinach (Li and Guy, 2001). The morning peak was present, albeit substantially lower, in a *CIRCADIAN CLOCK ASSOCIATED 1* (*CCA1*) overexpressing line (*CCA1:OX*) (Figure S1C), which has an arrhythmic clock (Wang and Tobin, 1998). The lower morning peak in *CCA1:OX* may be the result of an indirect effect of altered reactive oxygen species (ROS) signaling in *CCA1:OX* (Lai et al., 2012). Supporting the idea that light regulation is dominant over circadian regulation of *HSP70* expression, the morning peak of LUCIFERASE activity in a line containing an *HSP70-LUCIFERASE* (*HSP70-LUC*) reporter (Kumar and Wigge, 2010) occurs 1 hr after lights come on when the night is extended by up to 4 hr (Figure S1D). The morning peak of *HSP70* expression is lost in both constant light and constant dark (Figure 1D) suggesting that it is dependent on the perception of the dark to light transition. The diurnal pattern of *HSP70* expression was present in *cryptochrome* and *phytochrome* null mutants and plants with a constitutively active phytochrome *(cry1/2*, *phyABCDE*, and *phyYHB*) (Jung et al., 2016) (Figures S1C and S1E) indicating that the morning peak is independent of the main blue (cryptochrome) and red/far red (phytochrome) photoreceptors, although the involvement of other photoreceptors has not been ruled out.

Because there is a diurnal pattern of *HSP70* expression at constant temperature (Figures 1C and S1B), we investigated whether the time of day also affects the induction of *HSP70* by heat. *HSP70* expression was assayed in plants grown at 17°C or 27°C and shifted to 45°C for 30 min, replicating the conditions of the thermotolerance assays. Levels of *HSP70* expression after a shift had a similar pattern to *HSP70* expression at constant temperature (Figures 1E and 1F) and this correlated with the diurnal patterns of thermotolerance (Figure 1A). The induction of *HSP70* by heat was quantified as the expression after shift divided by the expression before shift. Although there was large variability in *HSP70* expression levels between time points and growth conditions, induction ratios were similar (Figure 1G). The induction of *HSP70* expression in plants grown at 17°C and shifted at Zeitgeber time (ZT)−1 was higher, but this likely reflects experimental noise as the expression levels before the shift at ZT−1 are so low they are hard to measure accurately. There were also no large differences between induction ratios of plants grown at constant 17°C and 27°C, despite large differences in expression levels (Figures 1E–1G). The data are consistent with a model where light gates the magnitude of the response to high temperature, with expression after a temperature shift being a multiple of the expression before a shift. The expression of *HSP70* is very low in the dark, and consequently its expression at higher temperature is also minimal. By comparison, in the light a higher baseline expression of *HSP70* coincides with a proportionately higher expression level following induction. In this way, light can be thought as “priming” the heat shock response.

### Nuclear Genes Encoding Chloroplast Proteins Are Necessary for Correct HSP70 Expression during the Day, and This Correlates with Thermotolerance

To investigate how the diurnal pattern of thermotolerance might be controlled, we screened for mutants with altered *HSP70* expression in the morning using the *HSP70-LUC* reporter line. Two mutant lines, 429 and 2641, were identified as having increased LUC activity in the morning at 17°C compared to wild-type (WT) (Figure 2A). The causal mutation in line 429 was mapped to a stop codon in a gene encoding an unknown protein found to be localized in the thylakoid membrane (*AT5G08540*) (Reiland et al., 2011, Simm et al., 2013) and the causal mutation in line 2641 was mapped to a stop codon in *STARCH SYNTHASE 4* (*SS4*) (Figure 2B; Supplemental Experimental Procedures). A T-DNA insertion in the unknown protein (*up1-1*) shows increased *HSP70* expression compared to WT, similar to line 429, and two independent *ss4* T-DNA mutants (*ss4-1* [Roldán et al., 2007] and *ss4-3* [Crumpton-Taylor et al., 2013]) show increased *HSP70* expression compared to WT, similar to line 2641 (Figure 2C). Complementation crosses confirmed that the *HSP70-LUC* mis-expression phenotypes in lines 429 and 2641 were caused by loss of UP1 and SS4 function respectively as F1 plants of crosses between the EMS and T-DNA mutants fail to rescue the LUC activity phenotypes of the EMS lines, whereas crosses to WT do rescue (Figures S2A and S2B).

**Figure 2:**
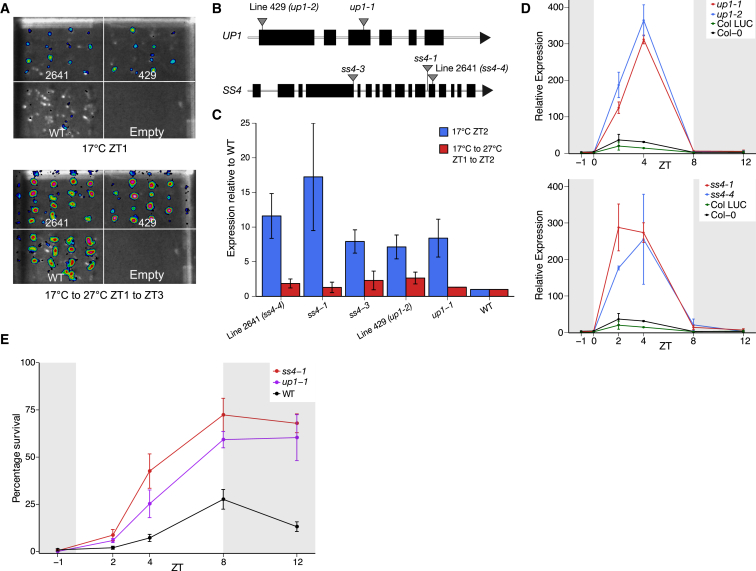
Mutations in Genes Encoding Chloroplast-Localized Proteins Cause Increased *HSP70* Expression and Increased Thermotolerance (A) False color image of LUCIFERASE activity of seedlings imaged at 17°C ZT1 and after a shift from 17°C to 27°C from ZT1 to ZT3. Two mutant lines, 2641 and 429, and WT (col-0 containing *pHSP70::LUC*), are shown from the same plate. (B) Schematics of *UP1* and *SS4* with the position of mutations shown. Line 429 (*up1-2*) has a C to T substitution on chromosome (chr) V at locus 2763941 mutating Gln10 to a stop codon. Line 2641 (*ss4-4*) has a C to T substitution on chr IV at locus 10086122 mutating Gln872 to a stop codon. (C and D) *HSP70* expression assayed by qRT-PCR. (C) Mutants at 17°C ZT2 and after a shift from 17°C to 27°C from ZT1 to ZT2. Expression shown relative to WT sampled from the same plate. Error bars are ± the range of two measurements (n = 2) or SEM (n = 3 to 4). (D) *up1* and *ss4* mutants over a time course at 17°C in short days sampled at ZT−1, ZT0, ZT2, ZT4, ZT8, and ZT12. Error bars are ± the range of two measurements (n = 2) or SEM (n = 3). (E) Thermotolerance of *up1-1*, *ss4-1*, and WT with plants grown at 17°C and treated at ZT−1, ZT2, ZT4, ZT8, and ZT12. Error bars are ±SEM (n = 3).

The *up1* and *ss4* mutants have increased *HSP70* expression at 17°C ZT2 (Figure 2C). To investigate whether increased *HSP70* expression in these mutants is specific to a particular time of day, *HSP70* expression was assayed from ZT−1 to ZT12. This time course showed that the *up1* and *ss4* mutants have greatly increased *HSP70* expression specifically during the day (Figure 2D). In WT plants, the diurnal pattern of *HSP70* expression correlates with basal thermotolerance (Figures 1A and 1C). Similarly, increased *HSP70* expression during the day in *up1* and *ss4* (Figure 2D) correlates with increased thermotolerance in these mutants (Figures 2E and S2C).

The diurnal pattern of *HSP70* expression is light-dependent but broadly circadian clock and photoreceptor independent (Figures 1D and S1C–S1E) necessitating the involvement of another pathway to generate the morning peak of *HSP70* expression and therefore increase thermotolerance in response to light. As well as being the site of photosynthesis, the chloroplast is an environmental sensor and can transmit signals to effect nuclear gene expression through retrograde signaling (Chan et al., 2016), including expression of an *HSP70* gene in *Chlamydomonas* (Kropat et al., 1997). Both *UP1* and *SS4* encode chloroplast-localized proteins suggesting that the chloroplast is involved in generating the morning peak of *HSP70* expression. This is supported by the observation that the morning peak of *HSP70* expression is absent in light-exposed roots (Figure S2D) and that mutations in other genes encoding chloroplast-localized proteins, including *maltose exporter1* (*mex1*) (Niittylä et al., 2004) and *clpc1* (Sjögren et al., 2014) were identified in the screen for *HSP70-LUC* mis-expression and these mutants also have increased *HSP70* expression specifically during the day (Figure S2E).

### Increased Expression of Heat-Associated Genes in *ss4* Is Associated with the Light Reactions of Photosynthesis

As the function of *SS4* is well-characterized (Roldán et al., 2007, Crumpton-Taylor et al., 2013, Ragel et al., 2013), we used it to further characterize how chloroplast signaling affects diurnal patterns of heat-associated gene expression and thermotolerance. SS4 is a soluble starch synthase that catalyzes the addition of glucose from ADP-glucose to amylopectin chains (Streb and Zeeman, 2012) (Figure 3A). There are four soluble starch synthases in *Arabidopsis* and *ss4* is the only single mutant with a clear phenotype, likely because of its involvement in initiating starch granule synthesis (Crumpton-Taylor et al., 2013).

**Figure 3:**
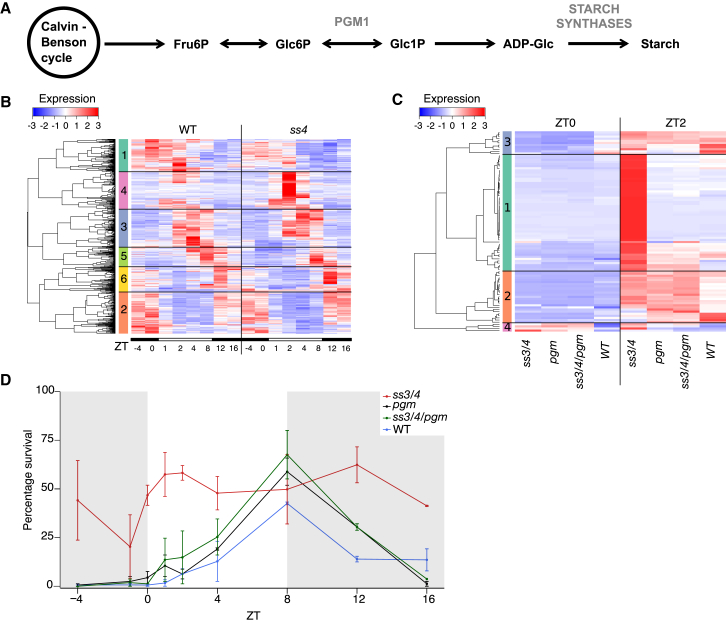
Increased Expression of Heat-Associated Genes in *ss4* Is Caused by Alterations to the Light Reactions of Photosynthesis (A) Simplified schematic of the starch synthesis pathway. (B) Heatmap of the expression of genes differentially expressed between *ss4-1* and WT at any sampled time-point. Transcriptomes are shown from plants grown in short days at 17°C. Black bars underneath heatmap show samples taken in the dark (ZT−4, ZT0, ZT12, and ZT16) and white bars show samples taken in the light (ZT1, ZT2, ZT4, and ZT8). Replicate shown in Figure S3A. (C) Heatmap of expression of cluster 4 from (B) in *ss3/4*, *pgm*, *ss3/4/pgm*, and WT (col-0) at 17°C ZT0 and ZT2. Replicate shown in Figure S3C. (B and C) Clusters shown on the left of heat maps and low to high expression (*Z* scores) is shown as blue to red. (D) Basal thermotolerance of *ss3/4*, *pgm*, *ss3/4/pgm*, and WT (col-0) grown at 17°C in short days and treated at ZT−4, ZT−1, ZT0, ZT1, ZT2, ZT4, ZT8, ZT12, and ZT16. Error bars are the range of two measurements.

Expression of *HSP70* in *ss4* at 17°C shows the strongest difference to WT in the morning (Figure 2D), suggesting that the *ss4* mutant may affect the regulation of the morning cluster of genes (Figure 1B). To confirm this, we analyzed the *ss4* transcriptome over a diurnal time course at 17°C. Differentially expressed genes between *ss4* and WT were defined using DESeq2 (Love et al., 2014) and clustered based on expression patterns (Figures 3B and S3A). 

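The *ss4* time course at 17°C (allele *ss4-1*) had 2 libraries at each of the same 8 time points as WT. The 16 *ss4* libraries held between 5556053 and 13495113 counts, with a median of 8648213. They were compared with the 16 WT libraries in a single edgeR fit of the 32 libraries, with DESeq2 as an alternative.
*SS4* (AT4G18240), the mutated gene, lies on chromosome 4 from 10082108 to 10087203. The libraries labelled *ss4* had 64.2 and 60.3 CPM of *SS4* at ZT0, against 66.9 and 66.5 in WT, and 50.2 and 47.1 at ZT2, against 47.1 and 47.8 in WT. Over the day *SS4* lay between 47.1 and 155 CPM in the libraries labelled *ss4* and between 44.0 and 189 CPM in WT. Its log2 fold change was −0.10 at ZT0 (adjusted p = 0.92, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.03 at ZT2 (adjusted p = 0.99). The level of *SS4* therefore does not separate the genotypes, and the direction of each difference rests on the labels of the libraries.
With an adjusted p under 0.05, 93 genes were overexpressed and 17 under-expressed in the libraries labelled *ss4* at ZT2. At ZT4, 596 were over- and 525 under-expressed, and at ZT12 203 and 415. At the other time points the numbers were 6 and 4 at ZT−4, 2 and 4 at ZT0, 10 and 1 at ZT1, 2 and 0 at ZT8, and 4 and 0 at ZT16. At an unadjusted p under 0.05, 931 genes differed at ZT8 and 1561 at ZT16. Over all time points 1716 genes differed at least once, of which 123 are left without ZT4 and ZT12. The filter on low counts and the groups in the fit moved these counts most. Without a filter, 119 genes differed at ZT8 and 355 at ZT2. With only the libraries of the groups compared in the fit, 125 genes differed at ZT2, 0 at ZT12 (867 at an unadjusted p under 0.05), 3 at ZT−4, 223 at ZT0, 125 at ZT1, 357 at ZT4, 11 at ZT8, and 283 at ZT16, so more genes differed at ZT0 and ZT16 than at ZT2 in those fits. The WT replicates at ZT12 were the farthest apart of all the WT pairs, with a correlation across genes of 0.956. At ZT2, 8150 genes had both libraries labelled *ss4* above or below both WT libraries, where chance alone gives 33.3% of genes.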

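Table S4 lists 100 genes in cluster 4, which the study chose on the same *ss4* and WT libraries. At ZT2, 94 of the 100 genes were higher in the libraries labelled *ss4* than in WT, with a median log2 fold change of 1.02 (1.10 and 1.18 in replicates 1 and 2). Of these, 61 were significantly overexpressed (77 passed in either direction when adjusted over the list alone, which is not independent evidence). A filter requiring at least 10 counts in every library moved this median most, to 0.69. The median was 0.39 at ZT1 with 6 genes significantly overexpressed, and 0.60 at ZT4 with 42. At ZT0 it was 0.16 (0.01 and 0.17 in the replicates) and 0 genes passed over all genes tested (1 passed in either direction when adjusted over the list alone). The difference between the effects at ZT2 and at ZT0 was tested directly as an interaction. Its median over the cluster was 1.12 (1.11 and 1.13), and 22 genes were significant (50 passed in either direction when adjusted over the list alone). Because the cluster was chosen on these libraries, no set test of it is given.
Of the 100 genes, 23 have a reference description that names heat shock, against 0.509% of the other genes in a background of 20543 (odds ratio 58.4, Fisher's exact test, two-sided p = 3.26e-30, adjusted p = 3.37e-29 over 31 tests). The 29 tested genes of a heat list written by hand had a median log2 fold change of 2.88 at ZT2 (3.12 and 2.77), and 27 were significantly overexpressed (28 passed in either direction when adjusted over the list alone). Of these 30 listed genes, 25 are also in the cluster. Among all 127 tested genes with a heat shock description the median was 0.05, and 25 were significantly overexpressed (32 passed in either direction when adjusted over the list alone).
*HSP101* rose to 242 and 327 CPM in the libraries labelled *ss4* at ZT2, a log2 fold change of 2.85 over WT (standard error 0.18, adjusted p = 2.8e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *HSP21*, *HSP22.0*, and *HSP17.6C* rose most of the genes past the threshold whose replicates did not overlap. Their WT libraries at ZT2 were at or under 3 counts, so *HSP21* was at least 41.2-fold and *HSP17.6C* at least 177-fold higher. The small HSP genes could share reads, and the call on *HSP21* was lost under an alternative, where its adjusted p ranged from 9.46e-38 to 0.9996. The largest falls were smaller, with log2 fold changes of −1.87 for *BT2* (adjusted p = 0.0248), −1.48 for AT5G22920 (0.0404), and −1.46 for *MEE14* (0.0404). The highest adjusted p under the alternatives was 0.0775 for *BT2*, 0.0581 for AT5G22920, and 0.0785 for *MEE14*.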

A cluster of genes (cluster 4) showing increased expression in *ss4* in the morning was strongly enriched for heat-associated genes (Table S2). This cluster overlapped with the cluster of morning peak genes (Figure S3B), and HSEs were enriched in the promoters of genes in this cluster (Table S3).

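The morning set defined by rule from WT at 22°C and 27°C shares no library with the comparison of the libraries labelled *ss4*. Of the 92 genes of cluster 4 that could be in both sets, 34 (37.0%) belonged to the morning set, against 0.660% of the other genes in a background of 15688 (Fisher's exact test, two-sided p = 1.45e-47, adjusted p = 1.45e-47 over 2 tests). Of the 86 genes significantly overexpressed in the libraries labelled *ss4* at ZT2 in that background, 38 (44.2%) belonged to it (Fisher's exact test, p = 5.77e-57, adjusted p = 1.15e-56). In the libraries labelled *ss4* at ZT2, the 137 tested genes of the morning set had a median log2 fold change of 0.34, with 38 significantly overexpressed (50 passed in either direction when adjusted over the list alone). Cluster 13-1-1 had a median of 0.29 (0.27 and 0.36 in replicates 1 and 2), with 161 of 192 genes higher and 44 significantly overexpressed (65 passed in either direction when adjusted over the list alone). HSEs lay within 1000 bases upstream of 6 of the 100 genes of cluster 4 (6.00%), against 1.75% of the rest (odds ratio 3.58, Fisher's exact test, two-sided p = 0.00878, adjusted p = 0.0209 over 31 tests). Elements of 4 units were found at 1 gene (Fisher's exact test, p = 0.0615, adjusted p = 0.106).
*HSP70*, a member of both sets, had 707 and 696 CPM in the libraries labelled *ss4* at ZT2, against 86.0 and 139 in WT. Its log2 fold change at ZT2 was 2.63 (standard error 0.29, adjusted p = 2.1e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.33 and 3.04 with each replicate left out. At ZT0 the log2 fold change of *HSP70* was 0.09 (standard error 0.40, adjusted p = 0.98), within the spread between replicates. At ZT1 it was 1.15 (standard error 0.30) with an adjusted p of 0.40, which ranged from 7.5e-13 to 0.819 over the alternatives. At ZT4 it was 1.78 (standard error 0.30, adjusted p = 0.0021). The difference between the effects at ZT2 and ZT0 was 2.54 for *HSP70* (standard error 0.49, adjusted p = 0.028).

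**Figure D1:**
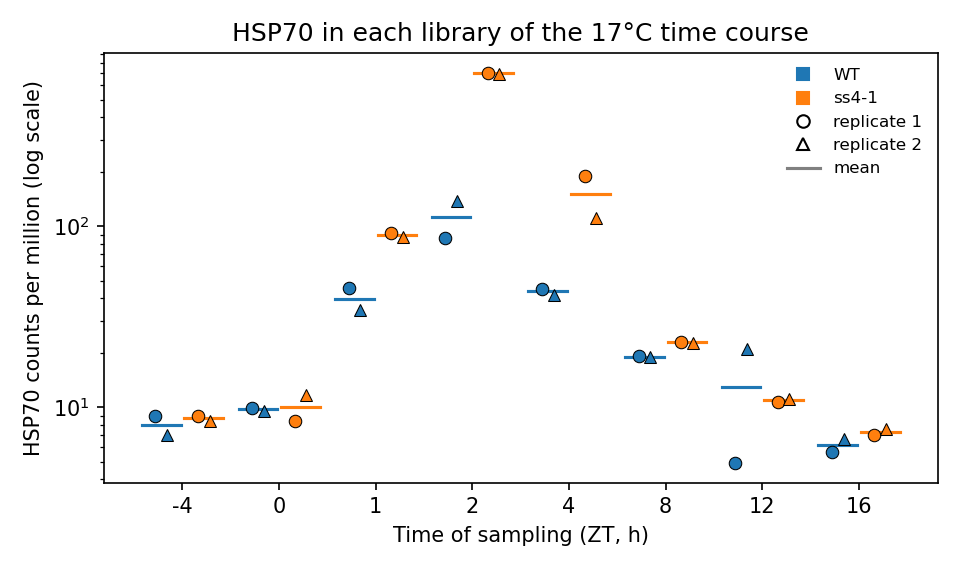
CPM of *HSP70* in WT and *ss4* over the day at 17°C, with time (ZT, h) on the x axis and CPM on a log axis; each point is a library and each short line marks the mean of 2 libraries. At ZT2 the libraries labelled *ss4* are at 707 and 696 CPM and the WT libraries at 86.0 and 139 CPM.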

Defective starch synthesis leads to over-accumulation of ADP-glucose in *ss4* and *ss3/4* mutants (Ragel et al., 2013). This disrupts the photosynthetic electron transport (PET) chain as the over-accumulation of ADP-glucose limits the availability of ADP for the chloroplast ATP-synthase. This substrate-limitation results in decreased proton eflux from the thylakoid lumen through ATP synthase and thus an over-acidified lumen (Sharkey and Vanderveer, 1989, Takizawa et al., 2008). As a consequence, plastoquinol re-oxidation at the cytochrome b6f complex is slowed down (“photosynthetic control”) and non-photochemical quenching of excitation energy in the PSII antenna bed is strongly induced, something that has been suggested to initiate retrograde signaling cascades (Rott et al., 2011).

The *ss4* mutation affects both the carbon and light reactions of photosynthesis (Ragel et al., 2013) and causes increased expression of heat-associated genes in response to light (Figure 3B; Table S2). 

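The change from ZT0 to ZT2 at 17°C spans both the onset of light and the time of day. No library kept in the dark separates them, so it is not a test of light alone. In WT, the 100 genes of cluster 4 rose by a median of 1.46 on the log2 scale from ZT0 to ZT2 (1.17 with genes under 3 counts set to their bound), and 71 of them were significantly higher and 2 lower (74 passed in either direction when adjusted over the list alone, which is not independent evidence). Across all 20692 genes, 23 had a significantly larger and 2 a significantly smaller effect of *ss4* at ZT2 than at ZT0 in the interaction test (edgeR's quasi-likelihood test, adjusted p under 0.05). Without a filter on low counts there were 139 such genes in all, and 25 of the 25 were among them. From the *ss4* time course, the paper states that the mutation causes increased expression of heat-associated genes in response to light.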

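RNA was sequenced from *ss3/4*, *pgm*, and *ss3/4/pgm* seedlings at ZT0 and ZT2 at 17°C, with 2 libraries per genotype and time point. *pgm* lacks plastidal phosphoglucomutase, and *ss3/4* lacks the starch synthases SS3 and SS4. The deposited counts per gene come from the in-house pipeline used for the time course. The libraries held between 3204754 and 8012494 counts in *pgm* (median 6616937), 6066313 and 11823418 in *ss3/4* (median 9681962), and 5230639 and 11549606 in *ss3/4/pgm* (median 9385357). No separate WT libraries were mapped for this experiment, and the 4 WT libraries at ZT0 and ZT2 are those of the *ss4* time course. A difference between the mutants and WT can therefore include a difference between these sets of libraries. A comparison between *ss3/4* and *ss3/4/pgm* uses no WT library. The 16 libraries were fitted together in edgeR over 20130 genes.
Of the mutated genes, *PGM* (AT5G51820) had log2 fold changes against WT of −3.10 at ZT0 and −1.93 at ZT2 in *pgm*, and of −2.84 and −1.90 in *ss3/4/pgm*. *SS3* (AT1G11720) had −1.99 and −1.98 in *ss3/4* and −1.91 and −1.91 in *ss3/4/pgm*. *SS4* differed little from WT in *ss3/4*, by −0.11 at ZT0 and 0.38 at ZT2. It had 54.4 and 51.0 CPM at ZT0 and 55.7 and 52.1 at ZT2 in *ss3/4*. In *ss3/4/pgm* it had 33.0 and 33.6 at ZT0 and 30.3 and 35.0 at ZT2. In *pgm*, where *SS4* is not mutated, it had 34.7 and 32.8 at ZT0 and 21.6 and 28.2 at ZT2. The level of *SS4* therefore did not follow its mutation in these libraries.
With an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5661 genes were higher and 5817 lower in *pgm* than in WT at ZT0. There were 6117 and 5651 in *ss3/4*, and 6151 and 6185 in *ss3/4/pgm*. At ZT2 there were 3898 and 4231 in *pgm*, 5345 and 5518 in *ss3/4*, and 3959 and 4363 in *ss3/4/pgm*. At ZT2 DESeq2 moved these counts most, giving 5933 genes in *pgm* against 8129, and at ZT0 a filter of at least 10 counts in every library did, giving 9501 in *pgm* against 11478.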

To determine whether the overexpression of heat-associated genes in *ss4* is associated with the carbon or light reactions of photosynthesis, we assessed the expression of cluster 4 (Figure 3B) in the transcriptomes of *ss3/4*, *plastidal phosphoglucomutase* (*pgm*), *ss3/4/pgm*, and WT at ZT0 and ZT2 at 17°C. Four clusters were defined and the genes in the largest cluster (cluster 4-1) were strongly overexpressed in *ss3/4* compared to WT in the morning (ZT2). This overexpression was absent in *pgm* and *ss3/4/pgm* (Figures 3C and S3C). 

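The paper gives 55 genes for cluster 4-1, of which the copy of Table S4 used here holds 54, all tested. The cluster was chosen on these libraries. At ZT2 in *ss3/4*, all 54 genes were higher than in WT and significantly so, both over all genes and when adjusted over the list alone, with a median log2 fold change of 2.83 (2.88 and 2.78 in replicates 1 and 2). A filter requiring at least 10 counts in every library moved this median most, to 1.91. At ZT0 the median in *ss3/4* was 0.04, with 15 genes significantly higher and 9 lower. In *pgm* at ZT2 it was 0.26 (0.38 and 0.00), with 15 genes significantly higher and 4 lower (18 passed in either direction when adjusted over the list alone). In *ss3/4/pgm* at ZT2 it was 0.38 (0.65 and 0.29), with 17 higher and 3 lower (20 passed in either direction when adjusted over the list alone). In both of these genotypes the median lay within the spread between the replicates or close to it, while single genes differed from WT. In the libraries labelled *ss4*, the same 54 genes had a median of 2.26 at ZT2, with 48 significantly overexpressed (51 passed in either direction when adjusted over the list alone).
*HSP70* had 579 and 607 CPM in *ss3/4* at ZT2, 85.1 and 88.2 in *pgm*, 90.5 and 93.2 in *ss3/4/pgm*, and 75.3 and 121 in WT. Its log2 fold change against WT at ZT2 was 2.59 in *ss3/4* (standard error 0.14, adjusted p = 1.2e-10), −0.19 in *pgm* (adjusted p = 0.32), and −0.11 in *ss3/4/pgm* (adjusted p = 0.59). With replicate 2 left out, *HSP70* changed direction in *pgm* (0.18) and in *ss3/4/pgm* (0.27), so neither differed from WT at ZT2 by more than the replicates did. At ZT0 *HSP70* had 5.04 and 5.05 CPM in *ss3/4* and 8.45 and 8.21 in WT. It had 2.51 and 3.47 CPM in *pgm* and 3.54 and 2.93 in *ss3/4/pgm* at ZT0, so all 3 mutants lay below WT there.

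**Figure D2:**
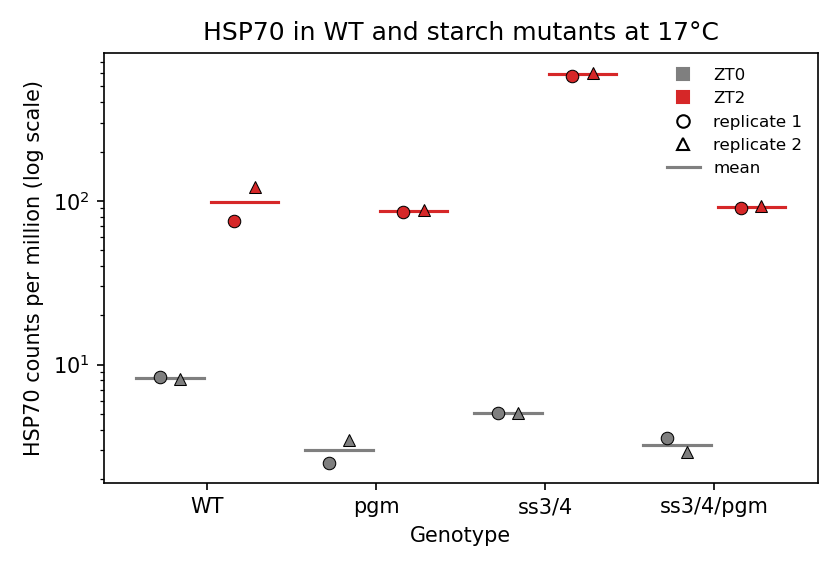
CPM of *HSP70* in WT, *pgm*, *ss3/4*, and *ss3/4/pgm* at ZT0 and ZT2 at 17°C, on a log axis; each point is a library and each short line marks the mean of 2. At ZT2 the *ss3/4* libraries are at 579 and 607 CPM and the libraries of the other genotypes lie between 75.3 and 121 CPM.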

Cluster 4-1 is strongly enriched for heat-associated genes and for genes with HSEs in their promoters (Table S3). *pgm* has very low levels of starch and increased levels of soluble sugars compared to WT (Ragel et al., 2013, Streb et al., 2009), therefore, effects on the carbon reactions do not cause increased expression of heat-associated genes as these genes are expressed similarly to WT in *pgm* (Figures 3C and S3C). 

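No enrichment was tested for cluster 4-1, because the list used here is 1 gene short of the paper's. The heat-associated genes were followed through the hand-written heat list, of which 29 genes were tested. Its median log2 fold change against WT at ZT2 was 3.98 in *ss3/4*, with 28 genes significantly higher (29 passed in either direction when adjusted over the list alone). In *pgm* it was 0.08 (0.33 and −0.16 in replicates 1 and 2), with 3 genes significantly higher and 3 lower. In *ss3/4/pgm* it was 0.25 (0.74 and −0.09), with 5 higher and 3 lower. By camera the list was higher in *ss3/4* (adjusted p = 1.31e-19) and was not separated from other genes in *pgm* (0.330) or *ss3/4/pgm* (0.161). The 120 tested genes with a heat shock description gave a different tally at ZT2. Their median was 0.22 in *ss3/4*, with 46 significantly higher and 32 lower. It was −0.10 in *pgm* (11 higher, 31 lower) and −0.10 in *ss3/4/pgm* (11 higher, 32 lower). The 100 genes of cluster 4 had a median of 1.64 in *ss3/4* (80 significantly higher, 10 lower), 0.40 in *pgm* (43 higher, 11 lower), and 0.46 in *ss3/4/pgm* (45 higher, 9 lower). This cluster was chosen on comparisons with the same WT libraries, so genes that are low by chance in WT would be higher in each mutant, and no set test of it against WT is given.
In *ss3/4* at ZT2, *HSP101* had a log2 fold change of 2.92 against WT. *HSP21*, *HSP22.0*, and *HSP17.6C* were at least 72.7-fold, 74.8-fold, and 352-fold higher, with WT at or under 3 counts. The largest falls in *ss3/4* were those of *CYP82C4* (−10.44) and AT3G12900 (−9.37) on the log2 scale, and AT5G38820 was at least 39.9-fold lower. From the WT-like expression of heat-associated genes in *pgm*, which has little starch and more soluble sugars, the paper reasons that effects on the carbon reactions do not cause their increased expression.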

Phenotypes associated with the light reactions such as photochemical efficiency, quantum yield of photosystem two, and an over-reduction of the plastoquinone (PQ) pool, are strongly affected in *ss4* and *ss3/4* compared to *pgm* (Ragel et al., 2013) suggesting that the mis-expression of cluster 4-1 in *ss4* and *ss3/4* is caused by alterations to the light reactions. 

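*ss3/4* and *ss3/4/pgm* were also compared directly at ZT2, in libraries that share no WT sample. With an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2733 genes were higher and 2490 lower in *ss3/4*. Of the 54 genes of cluster 4-1 used here, 49 were significantly higher in *ss3/4* (51 passed in either direction when adjusted over the list alone), and the median log2 fold change was 2.65 (2.55 and 2.85 in replicates 1 and 2). A filter requiring at least 10 counts in every library moved this median most, to 1.34. The 29 tested genes of the hand-written heat list had a median of 3.51, with 28 significantly higher (29 passed in either direction when adjusted over the list alone, camera adjusted p = 2.03e-34). In cluster 4 the median was 0.71, with 54 genes significantly higher and 19 lower (camera adjusted p = 2.97e-11). In the morning set defined by rule it was 0.46, with 60 genes higher and 13 lower (85 passed in either direction when adjusted over the list alone, camera adjusted p = 4.55e-09). The 120 tested heat-named genes, whose description names heat shock, had a median of 0.24, with 41 higher and 6 lower (50 passed in either direction when adjusted over the list alone). Their camera call (adjusted p = 1.76e-07) did not hold with an estimated correlation (0.0632). *HSP70* was higher in *ss3/4* by 2.69 (standard error 0.15, adjusted p = 1.8e-10) and *HSP101* by 3.35 on the log2 scale.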

Interestingly, the overexpression of cluster 4-1 is rescued in an *ss3/4/pgm* mutant, in which the over-accumulation of ADP-glucose in *ss3/4* is suppressed (Ragel et al., 2013), suggesting that the over-accumulation of ADP-glucose and the subsequent effects on the light reactions are the cause of the overexpression of heat-associated genes in *ss4* and *ss3/4.* The expression patterns of heat-associated genes in *ss3/4*, *pgm*, and *ss3/4/pgm* correlate with thermotolerance (Figures 3D and S3D) consistent with the central role of the light-induced morning cluster in determining thermotolerance.

### The Morning Peak of Heat-Associated Gene Expression Is Associated with a Reduction of the PQ Pool

Diurnal patterns of heat-associated gene expression and thermotolerance are affected by the light reactions of photosynthesis and the redox state of the PQ pool has been shown to affect the expression of heat-associated genes in response to excess light (Jung et al., 2013). Because of this and the observation that the PQ pool is more reduced in *ss4* than WT, and that this over-reduction is rescued in *ss3/4/pgm* (calculated using data from Ragel et al. [2013]; Supplemental Experimental Procedures), we investigated whether the redox state of the PQ pool affects *HSP70* expression. The redox state of the PQ pool can be modified experimentally by the application of 3-(3,4-dichlorophenyl)-1,1-dimethylurea (DCMU) and 2,5-dibromo-3-methyl-6-isopropyl-p-benzoquinone (DBMIB). DCMU prevents plastoquinol binding to Q_B_ and thus blocks electron transfer to the PQ pool, resulting in a more oxidized PQ pool (Pfalz et al., 2012). DBMIB prevents the PQ pool from transferring electrons to the cytochrome b_6_f (cyt-b_6_f) complex, resulting in a reduced PQ pool (Pfalz et al., 2012). We see that the morning peak of *HSP70* expression is abolished by DCMU, while it is increased by DBMIB, indicating that a reduced PQ pool is required for *HSP70* induction in the morning (Figure 4A).

**Figure 4:**
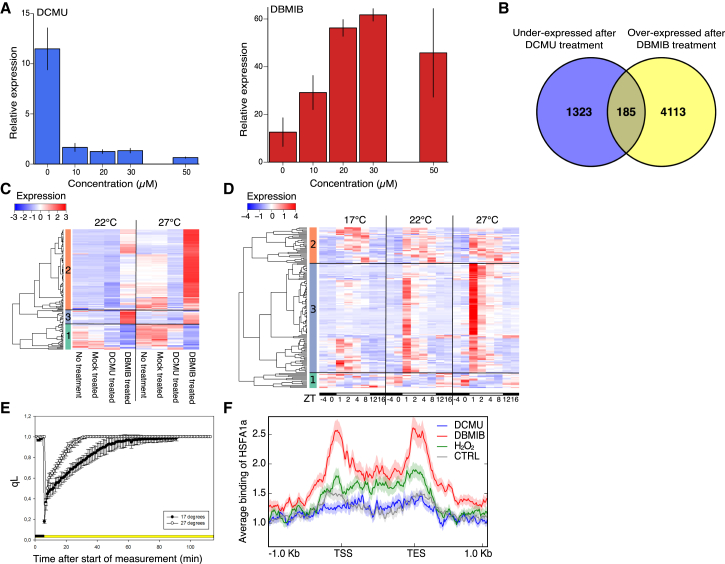
The Redox State of the Plastoquinone Pool Is Associated with the Expression of the Morning Cluster of Heat-Associated Genes (A) *HSP70* expression assayed by qRT-PCR after DCMU and DBMIB treatment of seedlings grown at 22°C in short days. Plants treated at ZT−1 and sampled at ZT1. Error bars are ±SEM (n = 3). (B) Overlaps of genes under-expressed (Log2 fold change <−0.5) after DCMU (30 μM) and overexpressed (Log2 fold change >0.5) after DBMIB (50 μM) treatments compared to a mock treatment at 22°C, treated at ZT−1 and sampled at ZT1. (C) Expression of cluster 13-1-1 (from Figure 1C) in transcriptomes of untreated, mock-treated, DCMU, and DBMIB-treated seedlings at 22°C and 27°C ZT1 after treatment at ZT−1. Replicate shown in Figure S3E. (D) Expression of the genes under-expressed after DCMU treatment and overexpressed after DBMIB treatment (overlap from B) in WT over a 24-hr time course (same as used for Figure 1C) at 17°C, 22°C, and 27°C. Black bars below heatmap indicate samples taken in the dark (ZT−4, ZT0, ZT12, and ZT16) and white bars indicate samples taken in the light (ZT1, ZT2, ZT4, and ZT8). (C and D) Clusters are shown on the left of heatmap and low to high expression (*Z* scores) is shown as blue to red. (E) qL over dawn at 17°C and 27°C. Error bars are ±SD (n = 4). (F) Average binding of HSFA1a to genes from the intersection of Figure 4B after treatment at ZT−1 with DCMU (30 μM), DBMIB (50 μM), H_2_O_2_ (5 mM), and a mock ethanol treatment. Plants sampled at ZT1. Shading represents SE. Replicate shown in Figure S3F.

As DCMU and DBMIB treatments oppositely affect *HSP70* expression, we examined which genes were affected in a similar way, as the expression of these genes may also be affected by the redox state of the PQ pool. 

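RNA was sequenced from seedlings in liquid culture at 22°C and 27°C that were untreated or treated before lights on with 30 μM DCMU, 50 μM DBMIB, or ethanol as a mock treatment, and sampled at ZT1. DCMU and DBMIB block photosynthetic electron transport before and after the PQ pool, so that it becomes oxidized or reduced. There were 2 libraries per treatment and temperature, and the authors deposited counts per gene from the same in-house pipeline. The libraries held between 5878935 and 15886277 counts in untreated samples (median 12451383), 8798295 and 19679912 in mock (median 10561835), 3526887 and 13414230 in DCMU (median 10630199), and 4341471 and 16949009 in DBMIB (median 10304392). The 16 libraries were fitted together in edgeR over 20291 genes.
The replicates of the chemical treatments were far apart. Across genes, the log2 CPM of the replicates of untreated and mock samples correlated at 0.984 to 0.989, and those of the libraries with the same chemical label at 0.843 to 0.872. Libraries labelled DCMU and DBMIB with different replicate numbers correlated at 0.969 to 0.985. A mean over the replicates labelled DCMU or DBMIB therefore averages unlike libraries, and the values of each replicate are given beside it. The labels were kept as they are.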

At 22°C DBMIB treatment resulted in the overexpression of 4,298 genes and DCMU treatment resulted in the under-expression of 1,508 genes (Figure 4B). 

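The legend of Figure 4B uses a log2 fold change of 0.5 without a test. By that rule, over both replicates at 22°C, 4531 genes were higher in the libraries labelled DBMIB than in mock, and 3844 were lower in those labelled DCMU. Requiring the fold in each same-numbered pair of libraries moved these counts most, to 1364 and 2141. In replicate 1 alone there were 5378 and 4024 genes, and in replicate 2 alone 3270 and 5439. When an adjusted p under 0.05 was also required (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 113 genes were higher and 224 lower with DBMIB, and 293 higher and 416 lower with DCMU. With only the libraries of the groups compared in the fit, 0 genes passed for either chemical, while 2050 for DBMIB and 2785 for DCMU had an unadjusted p under 0.05.
The largest changes past the threshold went the same way in both replicates and with both chemicals. The rule for naming genes asked for replicates that do not overlap, so genes with opposite replicates could not be among them. *SAG21* rose by 3.83 on the log2 scale with DBMIB and by 3.90 with DCMU, and *NIA1* by 2.70 and 3.03. *CIPK3* rose by 2.46 with DBMIB, and *GSTF3* was at least 6.34-fold higher with DCMU. AT1G51440 had a log2 fold change of −5.13 with DBMIB and was at least 70.8-fold lower with DCMU. *NCED5* was at least 1.79-fold lower with DBMIB and 4.51-fold lower with DCMU, AT5G42445 at least 2.25-fold lower with DBMIB, and *RL5* at least 3.96-fold lower with DCMU. Each of these calls was lost under an alternative.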

Despite the chemical treatments resulting in large changes to the transcriptome, only a small set of genes were both overexpressed after DBMIB and under-expressed after DCMU treatment (Figure 4B). This set of genes was strongly enriched for genes associated with responses to heat (Table S2) and for genes with HSEs in their promoters (Table S3) suggesting that the redox state of the PQ pool affects the morning peak of heat-associated gene expression. This is supported by the observation that the expression of the majority of genes in the morning cluster (Cluster 13-1-1 from Figure 1B) are increased by DBMIB treatment and decreased by DCMU treatment (Figure 4C and S3E). Similarly, the majority of genes that are oppositely affected by DCMU and DBMIB treatment have a morning peak of expression in untreated samples (Figure 4D).

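Over both replicates at 22°C, 37 genes were past the fold in opposite directions, higher in the libraries labelled DBMIB and lower in those labelled DCMU. Groups simulated without a change from mock also gave such genes, between 28 and 58 with a median of 46 in 10 draws. In replicate 1 alone there were 724 such genes (88 to 126 in the simulated draws), and in replicate 2 alone 394 (49 to 70). In the other direction, lower with DBMIB and higher with DCMU, there were 475 in replicate 1 and 734 in replicate 2 (45 to 75 in the draws of replicate 2). Over both replicates the draws had 286 to 330 genes higher with DBMIB and 324 to 362 lower with DCMU. The data had 4531 and 3844. The draws are therefore no measure of the overlap that unrelated changes of this size would give. Of the 724 genes of replicate 1, 2 were also in the set of replicate 2, and 378 were in its set of the other direction. With the test added to the fold, 0 genes changed in opposite directions, while 318 changed in the same direction with both chemicals. Genes whose direction reverses between the replicates have a large spread within each label and could hardly pass. The test therefore cannot decide whether the chemicals act in opposite ways.
*HSP70* had 409 and 490 CPM in mock replicates 1 and 2 at 22°C. It had 2584 CPM in the library labelled DBMIB replicate 1 and 36.7 in DBMIB replicate 2, and 32.4 CPM in DCMU replicate 1 and 2209 in DCMU replicate 2. Its log2 fold change over both replicates was 1.54 with DBMIB (standard error 1.94, adjusted p = 0.75, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.32 with DCMU (standard error 1.93, adjusted p = 0.74). Neither differs from mock beyond the spread between the replicates. At 27°C *HSP70* had 7161 and 508 CPM with DBMIB, 354 and 5999 with DCMU, and 3101 and 2383 in mock.

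**Figure D3:**
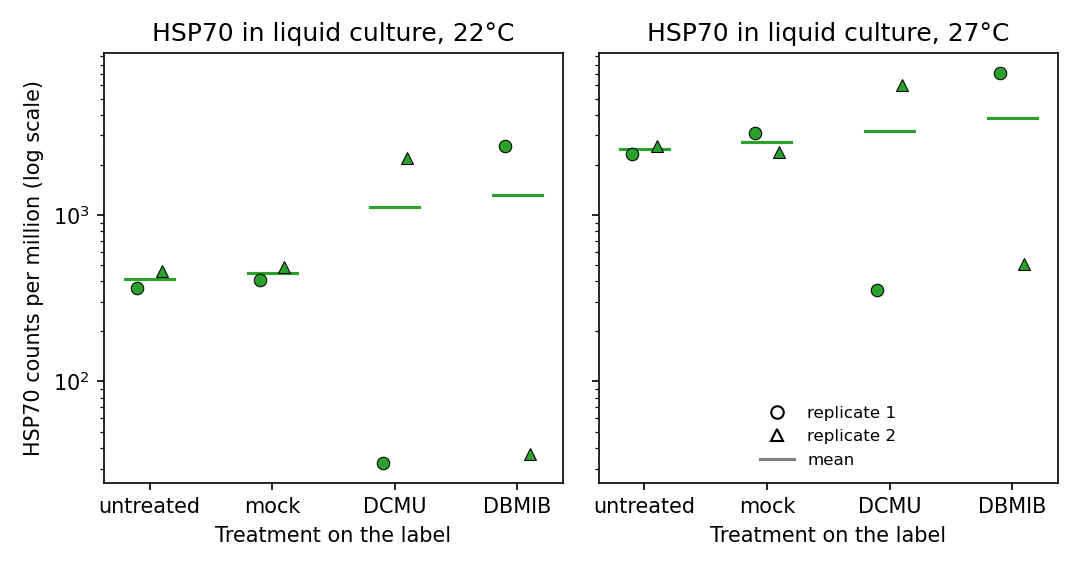
CPM of *HSP70* in each liquid culture library at ZT1, by treatment label at 22°C and 27°C, on a log axis, with replicates 1 and 2 marked apart and short lines at their means. At 22°C the libraries labelled DBMIB replicate 1 (2584 CPM) and DCMU replicate 2 (2209 CPM) lie above mock (409 and 490 CPM), and those labelled DBMIB replicate 2 (36.7 CPM) and DCMU replicate 1 (32.4 CPM) lie below it.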

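Of the 37 genes past the fold over both replicates, 0 have a reference description that names heat shock and 1 has an HSE within 1000 bases upstream (Fisher's exact test, two-sided p = 0.497, adjusted p = 0.734 over 31 tests). The sets of each replicate, chosen after seeing how far the replicates lay apart, were tested too. Of the 721 genes of replicate 1 with a reference match, 32 (4.44%) are heat-named, against 0.464% of the other genes among 20116 (odds ratio 9.96, Fisher's exact test, p = 3.37e-19, adjusted p = 1.49e-18). HSEs lay upstream of 19 of them (2.64%, against 1.81% of the rest, Fisher's exact test, p = 0.118, adjusted p = 0.193), and within 500 bases of 12 (p = 0.0389, adjusted p = 0.0804). Of the 390 genes of replicate 2, 1 is heat-named (Fisher's exact test, p = 0.735, adjusted p = 0.99) and 2 have an HSE (p = 0.0533, adjusted p = 0.0973). Of the 733 genes of replicate 2 that were lower in the library labelled DBMIB and higher in that labelled DCMU, 29 are heat-named (3.96%, Fisher's exact test, p = 4.39e-16, adjusted p = 1.7e-15) and 23 have an HSE (3.14%, p = 0.016, adjusted p = 0.0354).
*HSP101* at 22°C had 1116 CPM in the library labelled DBMIB replicate 1 and 15.5 in DBMIB replicate 2, and 14.2 in DCMU replicate 1 and 1064 in DCMU replicate 2, against 130 and 137 in mock. From the enrichment of its set of oppositely affected genes, the paper proposes that the redox state of the PQ pool affects the morning peak of heat-associated gene expression.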

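Of the 196 genes of cluster 13-1-1 held here, 189 were tested in liquid culture. At 22°C their median log2 fold change against mock was 0.52 in the libraries labelled DBMIB over both replicates, but 1.24 in replicate 1 and −0.67 in replicate 2. In replicate 1, 141 of the 189 genes were higher than in mock, and in replicate 2, 36 were. In the libraries labelled DCMU the median was 0.43 over both replicates, −0.75 in replicate 1 and 1.01 in replicate 2, with 27 and 136 genes higher. In replicate 1 the majority of the genes were thus increased with DBMIB and decreased with DCMU, and in replicate 2 the directions were the other way round. At 27°C the medians were 1.21 and −0.81 for DBMIB and −0.92 and 1.27 for DCMU in replicates 1 and 2. Over both replicates at 22°C, 0 genes were significantly higher with DBMIB (0 passed in either direction when adjusted over the list alone) and 1 with DCMU, with 2 lower (3 passed in either direction when adjusted over the list alone; no liquid culture library was used to choose the cluster). The whole test had 3024 genes with an unadjusted p under 0.05 for DBMIB.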

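The peak of each gene was taken from the untreated WT time courses, as the time point of its highest TPM. Of the 37 genes past the fold in opposite directions over both replicates, 13 (35.1%) were highest at ZT1 or ZT2 at 22°C and 10 (27.0%) at 27°C. In 10000 random lists of the same size matched on mean expression the median was 24.3% at both temperatures, and the observed shares lay at percentiles 93.0 and 50.4. Of the 724 genes of replicate 1, 366 (50.6%) were highest at ZT1 or ZT2 at 22°C and 418 (57.7%) at 27°C, above each of 10000 random lists, whose medians were 21.5% and 24.9%. Of the 394 genes of replicate 2, 79 (20.1%) and 75 (19.0%) were. The 734 genes of replicate 2 with the other direction had 351 (47.8%) at 22°C and 422 (57.5%) at 27°C. The sets of each replicate were chosen after seeing the data. Table S4 lists 102 genes in cluster 3 of Figure 4D, which the study chose as overexpressed with DBMIB and under-expressed with DCMU and then clustered on these time courses, so the counts for these genes are a description and not an independent test. Of these, 95 were highest at ZT1 or ZT2 at 22°C and 97 at 27°C. In replicate 1, 95 of the 102 were past the fold, higher with DBMIB and lower with DCMU. In replicate 2, 0 were, and 96 were past it in the other direction.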

As a reduced PQ pool is associated with the morning peak of heat-associated gene expression, we predicted that the PQ pool would be reduced by light in the morning. As expected the PQ pool was fully oxidized during the night, based on an indirect measure of the redox state of the PQ pool, qL (Kramer et al., 2004). With the onset of light qL decreased and then rose throughout the first hour of the day (Figure 4E), reflecting a reduction of the PQ pool by light and a subsequent re-oxidation when the Calvin-Benson cycle became light-activated. qL values decreased to a lower level at 17°C compared to 27°C and the amount of time until qL returned to one was slower at 17°C compared to 27°C, likely due to a slower induction of the Calvin-Benson cycle (Figure 4E). This indicates that the PQ pool becomes more reduced by light at lower temperatures; therefore, the level of reduction of the PQ pool does not appear to transmit temperature information in the ambient range. In *Chlamydomonas*, it has been proposed that light and temperature signals are integrated independently via Mg-protoporphyrin IX (MgProto) and HSFs, respectively (von Gromoff et al., 2006), however, the role of MgProto in retrograde signaling has been questioned (Moulin et al., 2008, Mochizuki et al., 2008). Because HSFs have previously been shown to respond to redox status (Jung et al., 2013, Miller and Mittler, 2006, Volkov et al., 2006), we investigated whether they might integrate both light and heat signals for morning cluster gene expression in *Arabidopsis*. The HSFA1 clade of HSFs have been shown to be essential for the early transcriptional response to heat (Liu et al., 2011), so we investigated the binding of HSFA1a to genes overexpressed after DBMIB treatment and decreased after DCMU treatment (intersection of Figure 4B) by chromatin immunoprecipitation sequencing (ChIP-seq). Interestingly, we observe a strong induction of HSFA1a binding to these genes in response to DBMIB at 22°C, while DCMU prevents the binding of HSFA1a to these genes (Figures 4F and S3F). Taken together, these results are consistent with a model where HSFA1a is able to integrate both the light and temperature signals, with the light signal being either PQ redox state or associated H_2_O_2_. Direct H_2_O_2_ transfer from the chloroplast to nucleus has been shown to be involved in high light signaling and was repressed by DCMU treatment (Exposito-Rodriguez et al., 2017). As H_2_O_2_ can activate HSFs (Volkov et al., 2006) and cause increased *HSP70* expression (Figure S3G), a model where H_2_O_2_ is produced in the chloroplast at the onset of light and transferred to the nucleus to activate the expression of heat-associated genes is an attractive model for generating diurnal patterns of heat-associated gene expression and thermotolerance.

### Conclusions

We find a diurnal pattern of thermotolerance in *Arabidopsis* that is a consequence of a gating effect of light-induced chloroplast signaling on the expression levels of heat-associated genes such as *HSP70*, accounting for a long-standing observation that plants have a differential ability to withstand heat stress in the day and night (Laude, 1939).

Under constant temperature conditions, the expression of morning peak genes such as *HSP70* is repressed into the afternoon (Figures 1B and 1C), likely because of repressive interactions of HSP70 and HSP90 with HSFA1s (Ohama et al., 2016) resulting in a negative feedback loop. The sharpness of the morning peak may also be influenced by growth chambers, with plants being subjected to a sudden change from darkness to full light, while plants in the field will experience a more gradual rise in light levels. Protective chaperones such as HSP70 have ATPase activity, and at high expression levels, can represent a significant energy demand. *Drosophila* cells overexpressing *HSP70* show greatly attenuated growth (Feder et al., 1992), and constitutive activation of heat-associated gene expression in *Arabidopsis* likewise greatly reduces growth (Ogawa et al., 2007). It may therefore be advantageous to limit heat-associated gene expression to the daytime, when temperature stress is most probable.

## Experimental Procedures

### Plant Material and Growth Conditions

Growth conditions were often specific to the experiment performed and these are described in the Supplemental Experimental Procedures.

For details of mutant lines used in this study see the Supplemental Experimental Procedures and Table S1.

### Thermotolerance Assays

A thermotolerance assay was developed based on a previously described protocol (Silva-Correia et al., 2014). After 7 days of growth, plates were floated in a water bath preheated to 45°C for 30 min. Survival was defined as the ability to produce new green leaves.

### Gene Expression Analysis

For qRT-PCR assays, RNA was extracted using a previously described phenol:chloroform extraction method (Box et al., 2011). Transcript levels were quantified using SybrGreen (Roche) and samples assayed with technical triplicates and on a LightCycler 480 (Roche).

### Identifying Candidate Mutants and Mapping Causal Genes

A previously described fusion between the promoter of *HSP70* and *LUCIFERASE* (*pHSP70::LUC*) (Kumar and Wigge, 2010) was used to screen EMS mutagenized Col-0 plants. LUC activity was imaged using a Photek HRPCS218 camera. Plates were imaged at 17°C at ZT1 and shifted to 27°C for 2 hr and imaged again at ZT3. Causal genes in were mapped by sequencing F2 plants displaying mutant phenotypes after outcrossing to *Landsberg erecta.*

### Transcriptomics

The MagMax RNA extraction kit (Ambion) was used to extract RNA from 20–25, 8-day-old seedlings and libraries prepared using the Illumina TruSeq stranded kit. Sequencing was performed on a NextSeq500 (Illumina) and an in-house RNA sequencing (RNA-seq) processing pipeline was used to process sequence data.

### ChIP-Seq

Chromatin was extracted from 1 g of cross-linked plant material, fragmented by sonication and ChIP was performed using anti-FLAG M2 magnetic beads (Sigma, M8823) coupled to a 1/1 mix of protein-A and protein-G Dynabeads (Life Technologies, 10001D and 10003D). ChIP-seq libraries were prepared using a TruSeq ChIP Library kit (Illumina) and sequenced on a NextSeq 500 (Illumina).

### Chlorophyll Fluorescence

The Maxi version of the Imaging-PAM M-series (Walz) was used to determine chlorophyll-a fluorescence parameters of intact plants. A custom-made version of the 3010-GWK1 gas exchange chamber (Walz) was used to control humidity and temperature.

How the deposited data were processed for this re-analysis (not part of the article)

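The series holds 76 libraries of RNA from *Arabidopsis* seedlings. A time course of WT at 22°C and 27°C has 1 library at each of 8 time points per temperature. A time course of WT and *ss4* at 17°C has 2 libraries per genotype and time point. *pgm*, *ss3/4*, and *ss3/4/pgm* at 17°C have 2 libraries each at ZT0 and ZT2. Untreated, mock, DCMU, and DBMIB seedlings in liquid culture at 22°C and 27°C have 2 libraries each. Conditions and replicate numbers were taken from the sample labels and the paper.
The authors mapped the reads and counted them on genes with an in-house pipeline, and they deposited, for 60 libraries, a count of reads for each of 33557 genes, without normalization. Lanes of a library were already combined. For the time course at 22°C and 27°C, the values used are the deposited TPM, which the authors scaled by gene length and to the same total in each library, in 16 columns. The paper states a stranded library kit, while the sample labels name a stranded kit and another one and 2 sequencing centres, without assigning libraries to them. The paper's text names neither the aligner nor the counting rules, nor does it say how strand and reads with several matches were treated. The files list genes by locus with their coordinates, and they do not name the genome build. The reference was TAIR10.1, used for gene symbols, descriptions, and upstream sequence by locus tag only, and 32810 genes matched. Since 22237 genes have other bounds in the files than in the reference, coordinates from these sources were never combined.
Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter by group, glmQLFit, and glmQLFTest. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. There were 3 fits. The WT and *ss4* libraries at 17°C (32 libraries) had 20692 genes after the filter, the mutants with WT at ZT0 and ZT2 (16 libraries) had 20130, and liquid culture (16 libraries) had 20291. All groups of a fit shared their estimate of the spread, since each group holds 2 libraries. With 2 libraries per group, no permutation of labels could reach the threshold, and the tests rest on the spread shared across groups and genes. For the chemical treatments the log2 fold change of 0.5 used in the paper was counted with and without the test.
Values in libraries with counts are CPM, counts scaled to library size after TMM, and a fold against a group with at most 3 counts in each library was given as a lower bound. TPM values have 1 library per point, so they were compared without a test, as log2 of TPM plus a pseudocount of 1. Lists of genes were tested with camera from limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. The lists were the complete cluster 4 of Table S4, the morning set defined by rule, genes whose reference description names heat shock (144), and lists written by hand of heat genes (30), phosphate-starvation genes (20), and sugar-starvation genes (15, of which 14 are in the files). Clusters 13-1-1 and 4-1 are each held here with 1 gene fewer than the paper gives, so they were described and not tested as sets. Enrichment was tested by Fisher's exact test, two-sided, against the genes that could have passed the expression filter.
Genes are named in the text by rule. They are the genes the paper names, the genes its supplement lists as common to all clusters, and the 3 largest rises and 3 largest falls past the threshold with replicates that do not overlap in *ss4* and *ss3/4* at ZT2 and in DBMIB and DCMU at 22°C. Elsewhere, single genes chosen after their values were seen are said to be so.
The alternatives were DESeq2 1.42.0, its size factors in the edgeR test, no filter on low counts, at least 10 counts in every library, only the groups compared in the fit, the replicate number as a term, each replicate left out, and other settings of the morning set, the pseudocount, the upstream length, and the element. These choices, the designs, and the rule for named genes were made before the data were examined. Alternatives added afterwards left out organelle and ribosomal RNA genes, or used the libraries of each replicate of the chemical treatments alone.
Total counts per library ranged from 3204754 to 19679912, with a median of 9800430, and the replicate pairs at 17°C differed by more than counting noise (chi-square per degree of freedom of 2.75 to 24.4), so none was treated as the same library. The tests were tested on simulated data drawn from the means and library sizes of the real libraries, with 200 genes changed. edgeR recovered 88% of them among 20455 genes in the *ss4* comparison, 92.5% among 19776 in the *ss3/4* comparison, and 92% among 19946 in the DBMIB comparison, with 8, 11, and 14 unchanged genes called. For the DBMIB comparison the simulated spread was that of the untreated and mock libraries alone. The fit of the real liquid culture libraries had a far larger spread (common dispersion 0.142). The 92% therefore does not give the power of the real DBMIB test. The scan for elements found 200 of 200 planted elements. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1. Quantitative RT-PCR, luciferase, ChIP, chlorophyll fluorescence, and survival data were not analysed here.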

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

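Of the tests in this part, those of the sampling time, of the share of the top genes, of the batches and of differences that stay the same at ZT0 and ZT2, and of the share of genes without an overlapping gene were chosen only after the result was seen. Here *ss4* stands for the libraries labelled *ss4*.
The effect of *ss4* differed between time points. In the interaction test 25 genes had a significantly different effect at ZT2 than at ZT0, 23 of them with a larger effect at ZT2, and the 29 tested genes of the hand-written heat list had a median difference of 2.83 (3.27 and 2.41 in replicates 1 and 2, SD 0.61, n = 2). Several technical explanations were tested. After all libraries were thinned to the smallest total of 5556053 counts that median was 3.11, which argues against a difference in depth. After a trend with gene length was removed, which moved genes by −0.15 to 0.09, it was 2.82. A difference in the time of sampling would make the *ss4* effect at ZT2 follow the change of WT from ZT1 to ZT4, but the correlation across genes was −0.019, where WT libraries at ZT1 and ZT2 or at ZT2 and ZT4 gave 0.249 to 0.394 with that change in the other replicate. The top 10 genes took at most 4.38% of the counts of a library at ZT0 and ZT2, and with DESeq2's size factors the median was 2.83. The tables argue against each of these as the whole cause. Among all 127 tested genes with a heat shock description the median difference was only 0.13, with 8 significantly larger at ZT2. A candidate explanation is a response of the listed heat genes to light that is larger in *ss4*. This remains a hypothesis, since it was found and tested on the same libraries and the level of *SS4* does not check their labels. Light and time of day also change together from ZT0 to ZT2.
In *pgm* and *ss3/4/pgm* at ZT2, genes of the chloroplast genome took a share of the counts that the paper does not report. The lowest share among these 4 libraries was 7.46%, with 10.8% in the other *pgm* replicate and 9.34% and 8.88% in *ss3/4/pgm*. It was 0.647% and 0.516% in WT, 0.792% and 0.966% in *ss3/4*, and 0.527% and 0.849% in *ss4* at ZT2, and 0.593% and 2.71% in *pgm* at ZT0. The difference was not put through a test of its own. If ribosomal RNA alone had been carried over in library preparation, it should have risen by far more than protein-coding transcripts of the chloroplast. The mean share of chloroplast ribosomal RNA was higher by 3.45 on the log2 scale in *pgm* and *ss3/4/pgm* than in WT and *ss3/4*, and that of protein-coding genes by 4.34. This argues against carry-over of ribosomal RNA alone. Ribosomal RNA still held most of the share, with a mean of 7.00% of the counts against 1.64% for protein-coding genes. Carry-over of chloroplast RNA of both kinds would raise both, so the ratios cannot exclude it. The counts taken by these genes did not drive the number of differences in *pgm* at ZT2, which was 8066 without the genes of the organelles and ribosomal RNA and 8129 with them. What stays open is how transcripts without poly(A) tails entered these libraries, and whether the share follows the lack of PGM in the light or the handling of these 4 libraries. The presence of the share in both genotypes that lack PGM and in neither of the other mutants at ZT2 may point to the genotype, but *pgm* and *ss3/4/pgm* at ZT2 could also have been prepared together, and no label tells.
At ZT0, 11478 genes differed between *pgm* and WT, 11768 between *ss3/4* and WT, and 12336 between *ss3/4/pgm* and WT, far more than the genes the paper discusses and far more than the 6 between *ss4* and WT (223 with only the groups compared in the fit). A difference in depth is argued against by the thinned libraries. With 3204754 counts in each, 7370, 6805, and 7475 genes differed, against 4 for *ss4* thinned to the smallest total of its own time course. Gene length followed the fold change only weakly, with a Spearman's rho across genes, which are not independent replicates, whose largest size was −0.150. If the mutants had been prepared without strand information, the differences should lie among genes overlapped by a gene on the other strand. Of the genes with no such overlap, 57.1% in *pgm*, 58.9% in *ss3/4*, and 61.5% in *ss3/4/pgm* differed, against 58.2%, 58.8%, and 62.0% of the overlapped ones, which argues against strand as the whole cause. The mutants shared most of their differences. 8876 genes differed in the same direction in all 3 mutants and 63 in differing directions. The fold changes of the mutants correlated across genes at 0.825 to 0.912. Unchanged groups simulated against the same WT libraries gave 0 genes and correlations of 0.00 to 0.08 in 10 draws. Comparisons with the same WT libraries share the error of those libraries. Simulated correlations this low hold little of it, so they do not show what sharing WT alone gives. A batch could give the shared differences, since the WT libraries are those of the time course. A low level of starch or sugar at the end of the night could as well. A difference between the sets of libraries that is the same at ZT0 and ZT2 should make the fold changes of a mutant correlate between these times as between replicates. The correlations between ZT0 and ZT2 were 0.337 to 0.642 and those between replicates 0.698 to 0.815, which argues against such a difference as the whole cause. A batch that acts on the libraries of ZT0 alone and the genotype cannot be told apart here, because no WT library was mapped to the experiment of the mutants and the labels do not assign libraries to kits or sequencing centres.
Among these differences, genes overlapped by a gene on the other strand had a higher median log2 fold change than other genes, by 0.0542 to 0.135 at ZT0, beyond the spread between replicates (SD at most 0.00332, n = 2). At ZT2 the difference was −0.02 to 0.01. Where the overlapping gene had at least 10 times the counts, the difference at ZT0 was −0.17 to −0.13. A different use of strand in the 2 sets of libraries could shift such genes, but it should do so at ZT2 as well, which argues against one that is the same at both times. One that is limited to the libraries of ZT0 is confounded with the genotype, so the cause of the 0.135 cannot be told apart.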

How the results depend on the processing

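Here *ss4*, DCMU, and DBMIB stand for the libraries with these labels. The settings are those listed with the methods, apart from alternatives added after seeing the data, which are named as such. The fold in each same-numbered pair and the ratio of mean TPM were further settings for the counts by the paper's fold. With DESeq2's size factors in place of TMM, all 62 summary values stayed within the spread between replicates or within 1.5 times the count, and 1 of 63 other results was no longer past the threshold. Over all genes, the median log2 fold change moved by less than 0.1 in every comparison.
The number of genes called depended on the test and the filter. With DESeq2, the counts of *ss4* against WT were 16 at ZT−4, 13 at ZT0, 5 at ZT8, 953 at ZT12, and 33 at ZT16, the interaction had 40, DBMIB against mock had 1086 at 22°C and 2377 at 27°C, DCMU 1701 and 2170, untreated seedlings at 27°C against 22°C 298, and 249 genes were past the fold in opposite directions. In *ss3/4* against *ss3/4/pgm*, the medians were then 0.44 for the morning set and 0.18 for heat-named genes. The other 48 of 62 summary values stayed within the spread between replicates or within 1.5 times the count, and of 42 single genes 3 lost and 1 gained a call. Without a filter on low counts, 167 genes differed in *ss4* at ZT−4, 208 at ZT0, 130 at ZT1, 355 at ZT2, 2464 at ZT4, 119 at ZT8, 2323 at ZT12, and 299 at ZT16, 4404 at any time point, and 139 in the interaction. It gave 191 genes for DBMIB and 430 for DCMU at 22°C with the test, 5814 lower with DCMU by the fold alone, and 162 in opposite directions. Medians moved to 0.44 for the morning set and 0.16 for heat-named genes in *ss3/4* against *ss3/4/pgm*, and to 0.72 in *ss4* and 0.31 in *ss3/4* at ZT2 for phosphate-starvation genes.
With at least 10 counts in every library, 6 genes differed in *ss4* at ZT−4 and 5 at ZT1, 2356 were lower with DCMU, and 0 were in opposite directions. Medians moved to 0.73 (WT at ZT2) and 0.21 (*ss4* at ZT2) for cluster 13-1-1, to 0.77 (WT at ZT2) and 0.22 (*ss3/4* against *ss3/4/pgm*) for the morning set, to 0.69 in *ss4* and 0.81 in *ss3/4* for cluster 4, and to 1.91 in *ss3/4* and 1.34 against *ss3/4/pgm* for cluster 4-1. For the heat list they were 2.28 in *ss4*, 2.55 in *ss3/4*, and 2.60 against *ss3/4/pgm*, and for heat-named genes 0.11 in the last comparison. For phosphate-starvation genes they were 0.31 in *ss3/4* and −0.039 against *ss3/4/pgm*, and for sugar-starvation genes 3.27 in *ss3/4/pgm* at ZT0. By its construction this filter tests fewer genes. It left 16 of the 29 tested genes of the hand-written heat list in the *ss4* comparison and 11 in that of the mutants, and those medians are over the genes left.
With only the groups compared in the fit, *ss4* against WT had 3 genes at ZT−4, 223 at ZT0, 125 at ZT1, 357 at ZT4, 11 at ZT8, 0 at ZT12 (867 at an unadjusted p under 0.05), and 283 at ZT16, 886 at any time point, and 60 in the interaction. Untreated seedlings at 27°C against 22°C had 4917 genes. DBMIB had 0 genes at 22°C and 0 at 27°C (2050 and 2510 at an unadjusted p under 0.05), and DCMU 0 and 0 (2785 and 2689). The fit of all liquid culture libraries shares its spread with the chemical groups, with a common dispersion of 0.142, against 0.0108 and 0.00811 in the other fits. The cause of these changes was not tested.
The replicate numbers were tested as a pairing. Deviations of same-numbered libraries correlated from −0.16 to 0.17 at 17°C in the time course, from −0.06 to 0.14 with the mutants, and from −0.83 to 0.82 in liquid culture. They were over 0.1 in 17 of 120, 2 of 28, and 10 of 28 pairs of groups, so the numbers were not taken to pair the libraries throughout. In liquid culture the correlation between 22°C and 27°C was 0.788 for DCMU and 0.818 for DBMIB, and the lowest values were those of DCMU with DBMIB. With the replicate block, 61 of 62 summary values stayed within the spread between replicates or within 1.5 times the count, among them the 1969 genes of *ss4* at any time point and the 541 of DCMU at 22°C. *ss4* at ZT8 had 5 genes, and 63 of 63 other results stayed on the same side of the threshold.
Leaving out a replicate leaves 1 library per group, so no test could be made and the numbers of genes past the threshold have no value there. It reversed results of the chemical treatments. Without replicate 1, the DBMIB medians of cluster 13-1-1 were −0.67 at 22°C and −0.81 at 27°C, *HSP70* was −3.74 and −2.23, and *HSP101* −3.15 and −2.50. Without replicate 2 these were 1.24 and 1.21, 2.66 and 1.21, and 3.10 and 3.03. For DCMU without replicate 2, the medians of the cluster were −0.75 and −0.92, *HSP70* was −3.66 and −3.13, and *HSP101* −3.20 and −3.25, and without replicate 1 they were 1.01 and 1.27, 2.17 and 1.33, and 2.96 and 3.00. The number of genes in opposite directions was from 394 to 724. Without replicate 2, *HSP70* also reversed in *pgm* (0.18, and −0.45 without replicate 1) and *ss3/4/pgm* (0.27 and −0.37) at ZT2 and in *ss4* at ZT0 (−0.23 and 0.29), where none was past the threshold over both replicates. The fits that each left out a replicate gave medians from 0.43 to 0.50 (WT at ZT1), 0.75 to 0.77 (WT at ZT2), and 0.27 to 0.36 (*ss4* at ZT2) for cluster 13-1-1. They gave 1.10 to 1.18 at ZT2 and 0.0075 to 0.17 at ZT0 for cluster 4 in *ss4*, and 0.29 to 0.65 for cluster 4-1 in *ss3/4/pgm*. For the heat list against *ss3/4/pgm* they gave 3.45 to 3.52, and for heat-named genes in *ss4* 0.059 to 0.11. For the morning set they gave 0.84 to 0.87 (WT at ZT2), 0.42 to 0.43 (*ss3/4* against *ss3/4/pgm*), 0.31 to 0.48 (*ss4* at ZT2), and 1.03 to 1.12 (untreated). For phosphate-starvation genes in *ss3/4* they gave 0.41 to 0.55, and for sugar-starvation genes in *ss3/4/pgm* at ZT0 3.36 to 3.48.
By the fold of the paper in each same-numbered pair, 1364 genes were higher with DBMIB, 2141 lower with DCMU, and 2 in both. From the ratio of mean TPM, 4 were in both. Of the genes in opposite directions by the fold alone, 1 had an HSE, 13 peaked in the morning at 22°C, and 10 at 27°C, where 0 genes passed fold and test. The sets of each replicate were added after seeing the data. They had 32 heat-named genes, 19 with an HSE, and 366 and 418 with a morning peak in replicate 1, and 1, 2, 79, and 75 in replicate 2. The morning set had 247 genes at 1.5 times, 71 at 3 times, and 635 without the temperature criterion. With a pseudocount of 0.1, and with a TPM minimum of 1 or 20, its size stayed within 1.5 times, while the 4 log2 ratios of *HSP70* and *HSP101* at ZT1 over ZT0 moved with the pseudocount. Of the set of 139, 0 genes had an element of 4 units, so that alternative gave an odds ratio of 0 and could not decide. Leaving out organelle and ribosomal RNA genes, also added afterwards, left all 23 summary values of the mutants within the spread between replicates or within 1.5 times the count.
Of 21 set tests by camera, 6 lost their call with an estimated correlation and 2 with fry, and 1 gained a call with fry. For the other changes the cause was not tested.
Depth limits what can be said of genes near 0 counts in WT. *HSP21*, *HSP22.0*, and *HSP17.6C* had at most 3 counts in each WT library at ZT2, so their rise in *ss4* and *ss3/4* is known only as a lower bound.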

Differences from the paper's values

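The paper gives 1508 genes under-expressed with DCMU at 22°C, and 3844 were below mock by the same fold here. Of the alternatives set before the data were examined, requiring the fold in each same-numbered pair came within 1.5 times of the paper's value, with 2141 genes, while that setting gave 1364 genes overexpressed with DBMIB against the paper's 4298. DESeq2's size factors (3822), DESeq2 (5686), no filter (5814), at least 10 counts in every library (2356), the replicate term (3828), leaving out replicate 1 (5439) or 2 (4024), and the ratio of mean TPM (4228) did not. The paper's 4298 genes overexpressed with DBMIB lie within 1.5 times of the 4531 found here.
The paper's supplement lists 185 genes that were overexpressed with DBMIB and under-expressed with DCMU, and 37 were found here. DESeq2 (249) and no filter on low counts (162) came within 1.5 times in number. DESeq2's size factors (37), at least 10 counts (0), the replicate term (31), leaving out replicate 1 (394) or 2 (724), the ratio of mean TPM (4), and the fold in each pair (2) did not. A like number does not mean like genes. In the main fit over both replicates, 0 of the 102 genes of cluster 3 of Figure 4D were past the fold in these directions. In replicate 1, 95 were, and in replicate 2, 0 were and 96 went the other way. Means over these replicates may mix the chemicals.
The clusters of Figure 3B hold 523 genes in the paper's Table S4, and 1716 genes differed between *ss4* and WT at a time point or more here. None of the alternatives set before the data were examined closed the gap. They gave 1682 with DESeq2's size factors, 2276 with DESeq2, 4404 without a filter, 1845 with at least 10 counts, 886 with only the groups compared, and 1969 with the replicate term. Leaving out a replicate gives no count, since no test could be made with 1 library per group.
The paper states that most genes of the morning cluster rise with DBMIB and fall with DCMU. Here, in the libraries so labelled, that held in replicate 1 at 22°C, with medians of 1.24 and −0.75, and the directions were the other way in replicate 2, with −0.67 and 1.01. The paper states that the genes changed in opposite ways by the chemicals are enriched for heat genes and HSEs and peak mostly in the morning. Over both replicates, 0 of the 37 genes here were heat-named, 1 had an HSE, and 35.1% peaked in the morning at 22°C. In replicate 1 alone, chosen after seeing the values, 32 genes were heat-named and 50.6% of the genes peaked in the morning at 22°C. By the exact element used here, the enrichment for HSEs was not past the threshold (Fisher's exact test, p = 0.118, adjusted p = 0.193 over 31 tests). That element was not found upstream of *HSP70* or *HSP101*, so it can miss heat genes.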

Other observations

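Of the tests in this part, those of exchanged labels, of differences that stay the same at ZT0 and ZT2, of variation between replicate experiments, of the share of *ss4* genes that recur in *ss3/4*, and of transcript left on *SS4* were chosen only after the result was seen. Here *ss4* stands for the libraries labelled *ss4*.
In liquid culture, the libraries labelled DCMU and DBMIB resembled the other label in the other replicate. Across genes, which are not independent replicates, the log2 CPM of the crossed pairs, DCMU of replicate 1 with DBMIB of replicate 2 and the reverse, correlated at 0.969 to 0.985 at 22°C and 27°C, while pairs with the same label correlated at 0.843 to 0.872 and pairs with the same number at 0.834 to 0.874. The fold changes against mock correlated at 0.679 to 0.897 in crossed pairs and at 0.126 to 0.272 in pairs of the same label. A candidate explanation is that the DCMU and DBMIB labels were exchanged in 1 of the replicates at both temperatures. It predicted that each library would lie nearer to the crossed library than to its own label, and the lowest crossed correlation, 0.969, lay above the highest of the same label, 0.872. A response that varies between experiments should leave the crossed pairs no nearer than others, but the highest crossed correlation, 0.985, reached the range of untreated and mock replicates (0.984 to 0.989), which argues against it. A difference in depth is argued against by the thinned libraries, in which the lowest crossed correlation of fold changes was 0.375 and those of the same label were 0.103 to 0.172. Pairs of the same number, which share a mock library, had 0.289 to 0.396 there. The counts alone do not say which replicate was exchanged. A choice by the genes the paper describes from these libraries would be circular, so no comparison was made with labels exchanged. The paper's quantitative RT-PCR is a separate measurement, in which DCMU abolished and DBMIB increased the morning peak of *HSP70* at 22°C. *HSP70* in replicate 1 has those directions (2584 CPM with DBMIB, 32.4 with DCMU, 409 in mock). Replicate 2 has the reverse (36.7, 2209, and 490). An exchange would thus lie in replicate 2, by this 1 gene alone. If the labels were exchanged, means over the replicates mix both chemicals.
*SS4* counts were near WT in the libraries labelled *ss4* and *ss3/4*. If the libraries labelled *ss4* were WT, the genes that differ at ZT2 should be few and go either way in *ss3/4* against *ss3/4/pgm*, which shares no library with them. Of 109 such genes tested in both, 83 (76.1%) went the same way. Of the 92 that were higher in *ss4*, 79 were higher and 70 significantly so in *ss3/4*. Most of the genes lower in *ss4* went the other way, so the agreement rests on the rises. The rises argue against the libraries labelled *ss4* being WT. Transcript left on part of the disrupted gene could also give the log2 fold change of 0.034 at ZT2, but counts per gene do not show where the reads lie, so this stays open. *SS3* fell by 1.99 on the log2 scale in *ss3/4* at ZT0.
WT at ZT12 had the replicates farthest apart. Replicate 1 correlated more with a WT library of ZT16 (0.980) than with ZT12 replicate 2 (0.956). That was the result predicted if a library came from another time point. It stays open because replicate 1 also lay as near to the *ss4* libraries of ZT12 (0.981 and 0.980), which was seen only afterwards, and the nearest WT library of replicate 2 was replicate 1. Replicate 2 lay farther from the other libraries, with 0.947 and 0.952 to the *ss4* libraries of ZT12, 0.946 and 0.948 to the WT libraries of ZT16, and at most 0.956 to any library, so replicate 1 is not singled out as the one that departs. Of 32 libraries, 1 lay nearer to another time point than to its own replicate. The 618 genes called in *ss4* at ZT12, and part of the 1716 over all time points, may rest on this pair, since 0 were called with only the groups compared in the fit (867 at an unadjusted p under 0.05).
The over-accumulation of ADP-glucose described by the paper could hold phosphate, and the hypothesis was that phosphate-starvation genes are higher in *ss4* and *ss3/4* at ZT2 and higher in *ss3/4* than in *ss3/4/pgm*. The 18 tested genes had a median log2 fold change of 0.84 in *ss4* at ZT2 (0.72 and 0.89 in replicates 1 and 2, 6 significantly higher, 13 passed in either direction when adjusted over the list alone, camera adjusted p = 1.97e-10). In the mutants at ZT2 the median was 0.43 in *ss3/4* (camera adjusted p = 0.142), 0.60 in *pgm*, and 0.75 in *ss3/4/pgm*. Against *ss3/4/pgm*, the median in *ss3/4* was −0.29 (−0.18 and −0.49), with 5 genes higher and 13 lower and a camera adjusted p of 0.161. The predicted rise over *ss3/4/pgm* was thus not found, with 3 genes significantly higher and 6 lower in *ss3/4*. As a set the genes were not separated from other genes there, so the hypothesis stays open for *ss3/4*, without support from that comparison.
A further hypothesis was that *pgm* and *ss3/4/pgm*, which make little starch, show sugar-starvation genes at the end of the night. At ZT0 the 13 tested genes had a median log2 fold change against WT of 3.43 in *pgm*, 2.96 in *ss3/4*, and 3.39 in *ss3/4/pgm*, with all 13 significantly higher in each, and −0.20 in *ss4*. The larger camera adjusted p of *pgm* and *ss3/4/pgm* was 1.57e-09, and the calls did not hold with an estimated correlation (0.120). A difference between the sets of libraries that is the same at both times would raise the genes at ZT2 by as much, but the medians there were 0.53 in *pgm* and 0.74 in *ss3/4/pgm* (1.33 in *ss3/4*), which argues against it. The result may be biological, as the hypothesis has it, but a batch that acts on the libraries of ZT0 alone cannot be told apart from the genotype, because the WT libraries are those of the time course. The genes also fell by 2.50 from ZT0 to ZT2 in WT, and had a median of −1.62 in *ss4* against WT at ZT4 (12 of 13 significantly, 13 passed in either direction when adjusted over the list alone), which the paper does not report.
The morning set was chosen on the time courses, and the untreated libraries in liquid culture test whether warmth raises it. At 27°C against 22°C its 134 tested genes had a median log2 fold change of 1.04 (1.12 and 1.03 in replicates 1 and 2), 113 were higher, 1 significantly so (3 passed in either direction when adjusted over the list alone), and the camera adjusted p was 1.72e-08. The call did not hold by fry (0.662) or with an estimated correlation (0.751). *HSP70* had 365 and 464 CPM at 22°C and 2333 and 2611 at 27°C in untreated seedlings, a log2 fold change of 2.58 with a standard error of 2.01 and an adjusted p of 0.94 (edgeR's quasi-likelihood test), which ranged from 5.83e-08 to 1 over the alternatives. These tests share their spread with the DCMU and DBMIB libraries, whose replicates lie far apart. With only the untreated groups in the fit, 4917 genes differed, against 4. All 29 tested genes of the hand-written heat list were higher in both replicates, with a median of 3.03 (2.99 and 2.81). The values are in line with the warmth hypothesis.
In the interaction test of DBMIB with temperature, 0 genes were past the threshold and 355 had an unadjusted p under 0.05, in libraries whose replicates lie far apart.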
